A study of Escherichia coli str. K-12 substr. MG1655 with 10 samples. Its data were reported in "Global role of the bacterial post-transcriptional regulator CsrA revealed by integrated transcriptomics" (2017).

How the data were processed

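Ultraviolet crosslinking, immunoprecipitation and sequencing (CLIP-seq) was used to measure which RNAs contact CsrA, a small RNA-binding protein, in living *Escherichia coli* K-12 MG1655. Cells in which the chromosomal protein carried a 3xFLAG epitope and cells with untagged CsrA were grown in LB medium to mid-exponential phase and irradiated with ultraviolet light. Both were taken through the same precipitation with an antibody against the epitope. The untagged cells therefore measure the RNA that is recovered without the epitope. There were 5 libraries of each kind, made from separate cultures. Groups and replicate numbers were taken from the sample titles. The genotype label of untagged control 1 names the tagged allele, while its title and column name say untagged. The title was used, and the library was left out in an alternative.

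The deposited values are raw read counts per peak and library, with no normalization. Per the study's methods, the authors trimmed adaptors with cutadapt, removed reads that mapped to rRNA with bowtie, and mapped the remainder to the genome with bowtie. Reads that shared a mapping position with another were then removed with Picard MarkDuplicates. The reads of all 3xFLAG-CsrA libraries were merged for peak calling with PIPE-CLIP, and HTSeq counted the reads of each library in those peaks. Tool versions are not given in the sources used here. This processing affects the measurements in 3 ways. Peaks were placed where 3xFLAG-CsrA reads gathered, so the table favours a higher count in that group. Counts in peaks are not the depth of the whole library, which was not analysed here. Since at most one read per position and strand was kept, the count of a peak has a limit set by its length, and the counts of abundant RNAs can be compressed.

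The table held 17965 peaks, of which 457 carried a name given by the authors and 17508 did not. A further 1 empty row was left out. No peaks overlapped on one strand. The peaks lie on the chromosome of assembly ASM584v2, and gene positions were taken from a RefSeq gene table of that assembly with 4651 genes, of which 4290 were protein-coding. Peak coordinates are printed as deposited. Whether the start counts from 0 or 1 is not stated, so a start may differ by 1 nt from that in a genome browser. The gene table used here gives no strand. For the start and end of a coding sequence (CDS) and the region upstream of it, genes were read in the direction of the peak's strand, and a peak antisense to a gene was therefore treated as sense. Overlap with ncRNA, tRNA and rRNA genes was counted on either strand. The genome sequence was not used here, and the planned densities of GGA and ANGGA in peaks were not analysed here.

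Counts were tested with DESeq2, the tool named in the study's methods. Version 1.42.0 was used in R 4.3.3, with settings chosen here because the methods do not state them: median-of-ratios size factors, the Wald test with group as the only term, default independent filtering and Benjamini-Hochberg adjustment. A peak was called enriched at an adjusted p below 0.05 with a log2 fold change above 0, and depleted below 0. Fold changes are 3xFLAG-CsrA over untagged control, and ± after a fold change is its standard error (SE). An adjusted p that independent filtering left undefined stayed undefined. The quasi-likelihood test of edgeR 4.0.16 with TMM factors was the alternative test. Normalized counts are counts divided by the DESeq2 size factor. Totals and shares of counts per library were compared with two-sided exact permutation tests over all 252 assignments of 5 against 5 libraries, for which the smallest possible p is 0.00794. Positions of enriched peaks were compared with those of other peaks with a defined adjusted p by two-sided Fisher's exact tests, with at least 1 nt of overlap. Calculations outside R used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

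The peaks to name were fixed before the data were examined: the 10 enriched peaks of lowest adjusted p in which every 3xFLAG-CsrA normalized count exceeded every untagged one, the 3 depleted peaks of lowest adjusted p, and for each of 33 listed genes the peak of lowest p touching the gene, the 250 nt before it or the 200 nt after it. The list was meant to hold genes named in the study's text as targets, tested small RNAs or genes without a peak. It does not hold every gene named there, and *glgC* was included although that text does not name it. Windows before and after a gene were read along the peak's strand. Alternatives set in advance were the edgeR test, size factors from total counts, a mean of at least 10 counts, independent filtering off, a fold change prior, the replicate number as a block, a stricter adjusted p of 0.01, a threshold of 2-fold, other overlap rules and windows, and leaving out each library in turn. Alternatives added after the data were seen were an independent filtering target of 0.05, dispersions fixed at the Poisson floor of 1e-08, edgeR without its Poisson bound, limma 3.58.1 with voom weights, and a permutation of calls within quartiles of peak length with 100000 resamples.

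The fits were tested on simulated data: Poisson counts were drawn for the 17965 peaks of the 3xFLAG-CsrA and untagged comparison from their real means and library totals, with 200 peaks changed by 3-fold. Equal numbers were raised and lowered. The changed peaks were drawn only above a minimum mean count, so the recovery rates do not describe peaks of lower count. DESeq2 recovered 56.5% of the changed peaks with 0 false calls, edgeR recovered 72.0% with 9 false calls, and limma with voom recovered 65.5% with 2 false calls. DESeq2 with dispersions at the Poisson floor recovered 72.5% with 3 false calls. The spread between simulated untagged libraries was 1.01 times the Poisson variance. In the real data it was 0.452 times in unnamed peaks of untagged libraries and 1.62 times in named peaks of 3xFLAG-CsrA libraries. The recovery and false calls therefore hold for Poisson counts, and do not measure the error in the real data.

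Depth was low per peak. Libraries held between 85136 and 132760 counts in peaks, and the median peak had a mean of 4.20 counts in the untagged libraries and 4.80 in the 3xFLAG-CsrA libraries. Only 1291 peaks reached a mean of 10 counts over all libraries. Differences in most single peaks were therefore measured with large counting error.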

Results

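The data comprised read counts in 17965 CLIP-seq peaks for 10 libraries, 5 from cells with 3xFLAG-CsrA and 5 from cells with untagged CsrA. The 5 untagged libraries held 88910, 85136, 89107, 88529 and 85666 counts in peaks, and the 5 3xFLAG-CsrA libraries held 111952, 100128, 105302, 99070 and 132760, in the order of their replicate numbers. The mean was 109842 ± 13790 (SD, n = 5) with the epitope and 87470 ± 1909 (SD, n = 5) without it, which differed in an exact permutation test (two-sided p = 0.00794, the smallest that 5 against 5 libraries allow). The peaks had been called on merged 3xFLAG-CsrA reads, so this difference includes the placement of the peaks. Excluding peaks in rRNA and tRNA genes, the difference of the means changed from 22373 to 22163 counts. The largest change came from leaving out 3xFLAG-CsrA 5, the library of greatest depth, after which the difference was 16643 counts. The median peak was 30 nt long, and 8986 peaks lay on the plus strand and 8979 on the minus strand.

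Replicate libraries were first compared with each other. Across all peaks, Spearman correlations of counts lay between 0.651 and 0.667 for the 10 pairs of 3xFLAG-CsrA libraries, between 0.663 and 0.671 for the 10 pairs of untagged libraries, and between 0.597 and 0.636 for the 25 pairs of libraries from different groups. These correlations are across peaks, which are not independent replicates. Among peaks with a mean of at least 10 counts, the median correlation was 0.735 within 3xFLAG-CsrA, 0.654 within the untagged group and 0.164 between groups. Counts of unnamed peaks varied between replicates by less than Poisson counting error. The ratio of the observed to the Poisson variance averaged 0.452 in untagged and 0.462 in 3xFLAG-CsrA libraries. In the peaks named by the authors it was 0.743 and 1.62. The pairs within a group had ratios from 0.442 to 0.483 with the epitope and from 0.451 to 0.458 without it in unnamed peaks. All pairs within a group thus differed by less than the sampling noise, and no pair stood apart as a library deposited again.

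**Figure D1:**
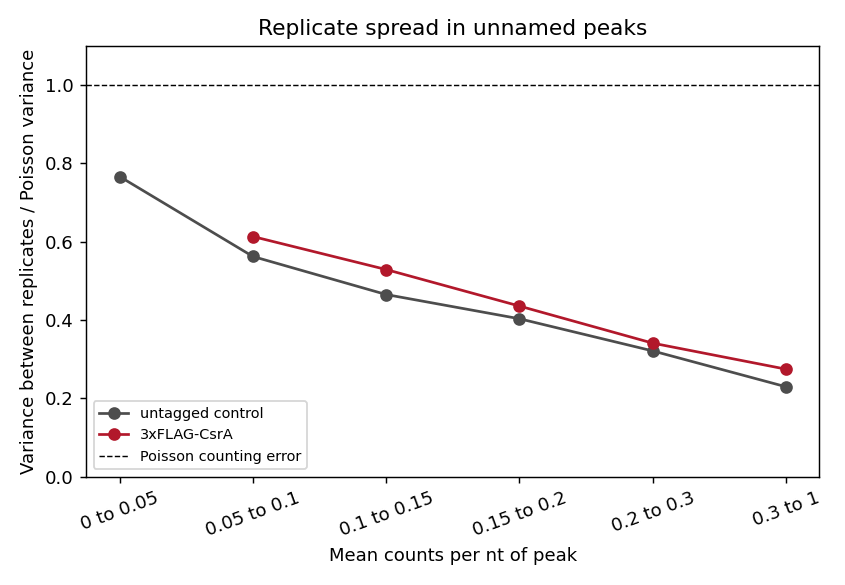
Ratio of the variance between replicate libraries to the Poisson variance (vertical axis) in unnamed peaks grouped by mean counts per nt of peak (horizontal axis), for untagged and 3xFLAG-CsrA libraries, where each point is the mean over the peaks of a class. The ratio fell from 0.766 to 0.229 in untagged libraries and lay below the dashed line of Poisson error in every class.

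The central comparison asked which RNA regions were recovered in greater amount when CsrA carried the epitope. DESeq2 called 348 of the 17965 peaks enriched in 3xFLAG-CsrA at an adjusted p below 0.05 and 0 depleted. The edgeR quasi-likelihood test called 480 enriched and 0 depleted, and 345 peaks were called enriched by both. At an unadjusted p below 0.05, DESeq2 placed 678 peaks higher and 3 lower, and edgeR placed 35 lower. The alternative that moved the enriched count most was edgeR without its Poisson bound, chosen after the data were seen, with 613 enriched and 10 depleted peaks. Limma with voom weights called 516 enriched and 8 depleted. Independent filtering left 8359 peaks without an adjusted p in DESeq2. The enriched peaks had a median log2 fold change of 1.79, with a range from 0.49 to 4.86, and 337 of them were enriched at least 2-fold. The median over all peaks was -0.01. Size factors taken from total counts lowered the median of all peaks by 0.12 on the log2 scale, and 297 peaks were then called enriched. In 581 peaks, or 3.23%, every 3xFLAG-CsrA normalized count exceeded every untagged one, against 0.397% if all orders of the libraries were equally likely. In 218 peaks, or 1.21%, the order was the opposite. The lowest 3xFLAG-CsrA size factor (0.984) exceeded the highest untagged one (0.973). A peak with equal raw counts in all libraries therefore falls in the opposite order. Peak placement on 3xFLAG-CsrA reads favours the first order. Neither percentage can thus be judged against 0.397%.

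All 348 enriched peaks were among the 457 that the authors had named. Of the 109 named peaks that were not called, 72 had an adjusted p of 0.05 or more, the highest being 0.141, and 37 had no adjusted p. Of the 457 peaks with the lowest p in DESeq2, 450 were named ones. The edgeR test called 449 named and 31 unnamed peaks. The study reported the same number of significant peaks, from DESeq2 on these libraries, so the names probably mark its own calls. The overlap then comes from the same counts and is not independent evidence.

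**Figure D2:**
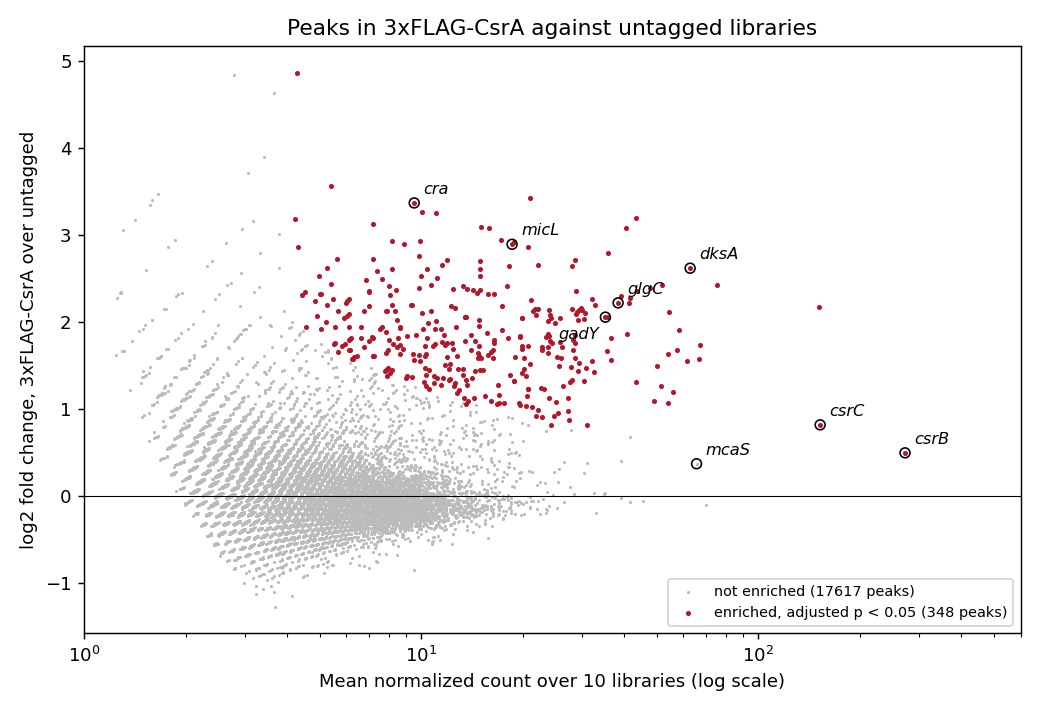
DESeq2 log2 fold change of 3xFLAG-CsrA over untagged control (vertical axis) against the mean normalized count over 10 libraries (horizontal axis, log scale), where each point is a peak, the 348 enriched peaks are red and circles mark the peaks of 8 genes. The peaks at *csrB*, *csrC* and *mcaS* combine high counts with log2 fold changes of 0.49, 0.81 and 0.37, under the median of 1.79 among enriched peaks.

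The enriched peak of lowest adjusted p lay at 1151890 to 1152315 on the plus strand over the start of the annotated interval of *fabF* (b1095). Its normalized count was 127.6 ± 28.9 (SD, n = 5) in 3xFLAG-CsrA and 23.7 ± 3.95 (SD, n = 5) in untagged libraries, a log2 fold change of 2.43 ± 0.23 (SE, DESeq2 adjusted p = 1.22e-22). A peak of 511 nt at 2173658 to 2174169 on the minus strand, within *gatC* (b2092), which the annotation lists as a pseudogene, rose from 54.9 ± 11.4 to 247.6 ± 59.5 normalized counts (SD, n = 5 each; DESeq2 adjusted p = 1.07e-21). The peak at 890521 to 890738 on the minus strand, within *grxA* (b0849), rose from 8.57 ± 1.04 to 78.4 ± 23.4 normalized counts (SD, n = 5 each), a 9.10-fold difference (DESeq2 adjusted p = 2.29e-21). The peak at 160239 to 160553 on the minus strand within *dksA* (b0145) rose from 17.6 ± 4.81 to 108.0 ± 28.7 normalized counts (SD, n = 5 each; DESeq2 adjusted p = 1.24e-20). The remaining 6 of the 10 peaks lay in *pheT* (1796498 to 1796851), across *mraZ* and *rsmH* (89857 to 90140), over the start of the annotated interval of *yhaK* (3254242 to 3254442), across *yiiX* and *metJ* (4127842 to 4128117), and over the start of the intervals of *trxA* (3965739 to 3965962) and *idlP* (4556828 to 4556928, most of it before the gene). Their log2 fold changes were 3.08, 2.42, 2.35, 2.28, 2.39 and 2.71 in that order, and in each of the 10 peaks all 5 3xFLAG-CsrA libraries exceeded all 5 untagged ones. DESeq2 called no depleted peak, so none is named.

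CsrB and CsrC are the small RNAs that sequester CsrA, and their share of a library's counts needs no size factor. The share was 0.521% ± 0.058 (SD, n = 5) in 3xFLAG-CsrA and 0.375% ± 0.0287 (SD, n = 5) in untagged libraries, and all 3xFLAG-CsrA values exceeded all untagged ones (two-sided exact permutation p = 0.00794). The CsrB peak (2924157 to 2924561, minus strand, annotated ncRNA gene b4408) had 341 to 353 raw counts in 3xFLAG-CsrA and 194 to 229 in untagged libraries. Its log2 fold change was 0.49 ± 0.15 (SE, DESeq2 adjusted p = 0.0235), but the edgeR adjusted p was 0.996. The CsrC peak (4050994 to 4051279, plus strand, b4457) had 208 to 214 raw counts in 3xFLAG-CsrA and 88 to 124 in untagged libraries. Its log2 fold change was 0.81 ± 0.16 (SE, DESeq2 adjusted p = 2.92e-05), with an edgeR adjusted p of 0.653. For both, the 5 3xFLAG-CsrA libraries lay above all untagged libraries. In 3xFLAG-CsrA libraries the CsrB peak held 0.858 and the CsrC peak 0.744 counts per nt, against a median of 0.156 over all peaks.

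**Figure D3:**
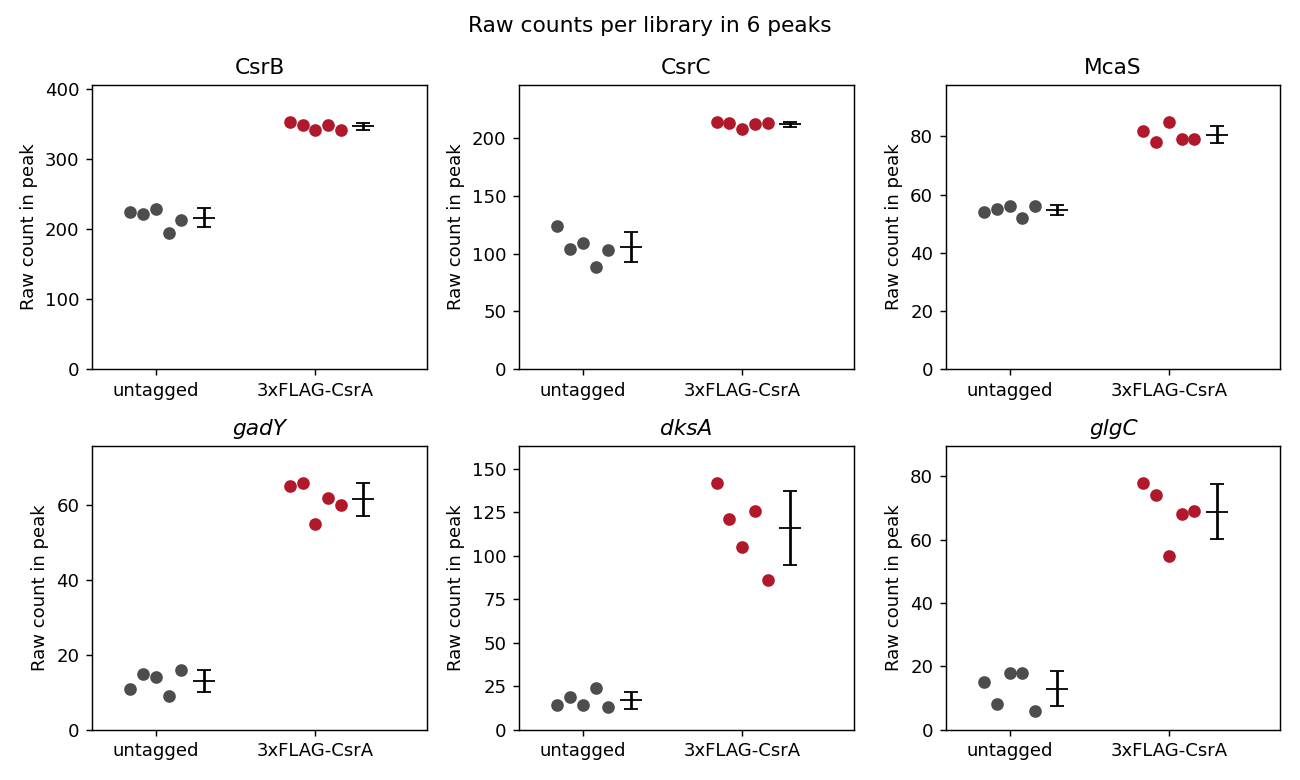
Raw counts per library (vertical axis, starting at 0) in the peaks at CsrB, CsrC, McaS, *gadY*, *dksA* and *glgC* for untagged and 3xFLAG-CsrA libraries, where points are single libraries and the bar beside them is the mean with its SD (n = 5). CsrB stayed between 341 and 353 counts in all 3xFLAG-CsrA libraries, while *dksA* ranged from 86 to 142.

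Per the study's methods, rRNA was depleted before library preparation, and reads that mapped to rRNA were removed. Counts in rRNA genes are therefore what these steps left and do not measure the rRNA recovered. A share also falls when other peaks gain counts. Peaks in rRNA and tRNA genes held 1.08% ± 0.0422 (SD, n = 5) of counts in 3xFLAG-CsrA and 1.11% ± 0.0398 (SD, n = 5) in untagged libraries, a difference no larger than the spread between replicates (two-sided exact permutation p = 0.270). Taken alone, peaks in rRNA genes held 0.292% ± 0.0171 against 0.327% ± 0.0204 (SD, n = 5 each; exact permutation p = 0.0238), and those in tRNA genes 0.789% ± 0.0329 against 0.786% ± 0.026 (SD, n = 5 each; exact permutation p = 0.889).

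A list of 33 genes was fixed before the data were examined, most of them named in the study's text. It included *csrA* itself, and *glgC*, which that text does not name. Each had a deposited peak in its window, and these were 31 different peaks. DESeq2 called the peak enriched for 23 of the 33 genes over all peaks tested, and for 24 when adjusted over the list alone. The list was chosen partly on these libraries. Each gene's peak was also the one of lowest p in its window, which the adjustment over the list does not take into account. The second count, and any call made over the list alone, is therefore not independent evidence. The edgeR test called 21. Among small RNAs, the peaks at *gadY* (3664860 to 3664988), *micL* (1958524 to 1958638, which also overlaps *cutC*), *cyaR* (2167179 to 2167287), *spf* (4049898 to 4050005) and *gcvB* (2942682 to 2942795) were enriched, with log2 fold changes of 2.05, 2.89, 1.37, 1.12 and 1.06. Their DESeq2 adjusted p-values were 1.39e-12, 8.33e-11, 0.0268, 0.0341 and 0.0145, and all 5 3xFLAG-CsrA libraries lay above all untagged ones in each. The *fnrS* peak (1409142 to 1409250) had a log2 fold change of 1.39 ± 0.48 (SE) that did not pass over all peaks (DESeq2 adjusted p = 0.0958) but did when adjusted over the list alone (0.00548). The *mcaS* peak (1405654 to 1405750, minus strand) had raw counts of 78 to 85 in 3xFLAG-CsrA and 52 to 56 in untagged libraries. It was not called, with a log2 fold change of 0.37 ± 0.18 (SE, DESeq2 adjusted p = 0.769), and 4 of the 5 normalized 3xFLAG-CsrA counts exceeded all untagged ones. It held 0.840 counts per nt in 3xFLAG-CsrA libraries.

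Among the protein-coding genes of the list, peaks were enriched at *cra* (88013 to 88083), *lrp* (932427 to 932639), *fliA* (2001624 to 2001810), *soxS* (4277296 to 4277425), *cstA* (629855 to 629942), *glgC* (3569261 to 3569446, which also overlaps *glgX*), *pnp* (3308635 to 3309164, which also overlaps *nlpI*) and *dksA*, with log2 fold changes of 3.36, 1.54, 2.12, 1.75, 1.45, 2.22, 1.57 and 2.61. The *cra* peak rested on 0 to 5 raw counts per untagged library and 13 to 24 per 3xFLAG-CsrA library. Its untagged counts came only from untagged control 1 (5 counts) and untagged control 4 (3 counts). Its log2 fold change lay between 2.48 and 4.45 over the alternatives, so its size is uncertain. A peak across *prlF* and *yhaV* (3277253 to 3277347) rose by 2.32 on the log2 scale, and a peak in *rpoE* (2709475 to 2709573) rose by 1.78. The latter was also the peak taken for *rseA*, in whose window but not in whose gene it lay. For a further 4 genes the peak also lay outside the gene. That of *hfq* overlapped *miaA* (4399902 to 4400249), that of *pfkA* overlapped *fieF* (4107179 to 4107395), that of *ybjX* was in *ybjD* (917973 to 918030) and that of *pgaA* lay between *pgaA* and *dgcT* (1092388 to 1092506). Their log2 fold changes were 2.30, 1.90, 1.99 and 1.60. Untranslated regions were not annotated here, so a peak outside a gene may still lie in its transcript. The study reported peaks in the untranslated region before *pfkA* and in that after *ybjX*. It placed the *rseA* peak over the end of *rpoE* and the untranslated region before *rseA*. A small peak before *rpoE* itself did not reach the study's threshold. No enrichment was called at *nhaR*, *dgcZ*, *csrA*, *sdiA*, *flhD*, *ftnB*, *dps* and *bfr*, where none of the peaks had a name given by the authors. The *dgcZ*, *csrA*, *sdiA* and *bfr* peaks had lower normalized counts in 3xFLAG-CsrA, by differences that did not pass the threshold, and the peaks at *dgcZ* and *flhD* held between 2 and 6 counts per library, and had no adjusted p.

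A further comparison asked where enriched peaks lie relative to annotated genes. Enriched peaks were longer than others, with a median of 133 nt against 30 nt over all peaks. Of the 348 enriched peaks, 328 overlapped a protein-coding gene, 14 an ncRNA gene, 2 a tRNA gene and 0 an rRNA gene, and 11 overlapped no annotated gene. Among peaks in a protein-coding gene, 145 of 328 enriched peaks (44.2%) touched the first 60 nt of a CDS, against 1083 of 8095 other peaks (13.4%; odds ratio 5.13, Fisher's exact p = 4.77e-40). The last 60 nt were touched by 92 enriched peaks (28.0%) and by 13.8% of other peaks (odds ratio 2.43, Fisher's exact p = 5.63e-11). A total of 146 enriched peaks lay in a gene but at neither end. With midpoints in place of any overlap, the odds ratio was 2.24 at the first 60 nt (Fisher's exact p = 5.14e-05) and 1.00 at the last 60 nt (Fisher's exact p = 1.00). Within quartiles of peak length, an alternative added after the data were seen, it was 2.13 at the first 60 nt (permutation p = 1e-05, the smallest that these resamples give) and 1.29 at the last 60 nt (permutation p = 0.0967). The excess at the end of a CDS thus depended on how length was treated, and that at the start held under both. Among peaks at only one end, 90 enriched peaks were at the start and 37 at the end of a CDS, against 838 and 874 other peaks (odds ratio 2.54, Fisher's exact p = 2.04e-06). The gene table gave no strand, so start and end were swapped for each peak antisense to its gene. Pairs of unnamed peaks in one gene shared a strand in 53.2% of cases, against 93.0% for enriched peaks. Start and end are therefore mixed in much of the background, and its near-even counts may come from the method. Whether either excess at the start holds against sense peaks alone was not tested.

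The 100 nt upstream of a CDS were touched by 147 of 348 enriched peaks (42.2%) and 17.7% of 9258 other peaks (odds ratio 3.40, Fisher's exact p = 2.31e-25). With midpoints the odds ratio was 1.52 (Fisher's exact p = 0.00394), and within quartiles of length it was 1.90 (permutation p = 1e-05). The missing strand of genes limits this comparison in the same way. For ncRNA genes, 4.02% of enriched peaks overlapped one against 0.702% of other peaks (odds ratio 5.93, Fisher's exact p = 7.58e-07). With midpoints the odds ratio was 5.68 (Fisher's exact p = 3.79e-05), but within quartiles of length it was 1.50 (permutation p = 0.208).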

Values the study reported

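The study counted 457 significant peaks with higher recovery from the tagged strain than from untagged controls. It gave the average length of these peaks as 136 bases. It counted 127 peaks that overlapped the first 60 nt of a coding sequence and 97 peaks within 60 nt of a stop codon. It stated that McaS was not enriched.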

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

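The tests in this part were all chosen after the results were seen. Of 86 groups of 5 libraries (the library totals and shares, and the normalized counts of the named peaks), 3, or 3.49%, had a highest or lowest library far from the others by Dixon's ratio. Chance gives about 5%, or 1 group in 20, so the number itself calls for no explanation.

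The McaS peak had a normalized count of 57.3 in 3xFLAG-CsrA 5, far under the other 4 libraries of that group. Its raw count in that library was 79, within the 78 to 85 of the others, while its size factor was the highest of all libraries at 1.38. A count that cannot rise with depth, because reads at one position were removed, is a candidate explanation for the low normalized value. No biological explanation was tested.

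The CsrB peak had a normalized count of 199.4 in untagged control 4, under the other untagged libraries. Its raw count of 194 was also under the 213 to 229 of the others, so a size factor too high for that library was not the whole cause. Its CsrC peak was also the lowest of the untagged libraries, with 88 raw counts. What else differed in this library was not tested, and no biological explanation was tested.

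The *pheT* peak had a normalized count of 9.60 in untagged control 5, above the other untagged libraries. The raw counts were 9 in that library and 8 in each of the other 4, a difference of 1 count. A size factor too low for that library and a true difference cannot be told apart at so few counts. No biological explanation was tested.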

How the results depend on the processing

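Choices were listed before the data were examined except for the independent filtering target, the Poisson floor, edgeR without its bound, limma with voom and the length quartiles. The number of enriched peaks lay between 268 (mean of at least 10 counts, where only 1291 peaks were tested) and 613 (edgeR without its Poisson bound), and leaving out each library in turn gave 284 to 352. Of the 348 peaks, 258 were called in all 10 of these fits. The number of depleted peaks was 0 in DESeq2, under all of its settings and without any one library, and in edgeR; edgeR without its bound gave 10 and limma with voom gave 8. The cause of these was not tested. Dispersions at the Poisson floor gave 456 enriched peaks, an adjusted p below 0.01 gave 275, and independent filtering off gave 326. No peaks overlapped, so merging gave no value, and the alternatives for GGA and ANGGA were not run.

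Replicate numbers are shared between the groups, but the deviations of same-numbered libraries from their group means correlated only between -0.00854 and 0.0203. The numbers therefore did not pair the libraries. With the replicate block, 311 peaks were enriched, 0 were depleted and 20 listed genes had an enriched peak. The block removed the call at *spf* (adjusted p 0.0701), *cyaR* (0.0536) and *cstA* (0.0716).

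Listed genes with an enriched peak numbered 18 to 24 under the other settings and 17 to 22 without each library. Of the 30 named peaks past the threshold, 23 kept their call under every alternative that gave a value and 7 lost it under at least 1. The 7 were those at *csrB*, *csrC*, *spf*, *gcvB*, *cyaR*, *rpoE* and *cstA*. Among the fits, only edgeR removed the call at *csrC*, with and without the Poisson bound (adjusted p 0.653 and 0.369). The 2-fold threshold removed it at *csrC* and *csrB* (DESeq2 log2 fold changes 0.81 and 0.49). The stricter adjusted p of 0.01 removed it at *csrB*, *spf*, *gcvB*, *cyaR* and *cstA*. The *csrB* peak lost it in edgeR with and without the bound (adjusted p 0.996 and 0.863), with total-count size factors (adjusted p 0.170) and without any one of untagged 2 and 4 and 3xFLAG-CsrA 2, 3 and 4 (adjusted p 0.0591 to 0.220). Leaving out a library removed the call at *gcvB* (untagged 3 or 3xFLAG-CsrA 4, adjusted p 0.0658 and 0.101) and *rpoE* (untagged 1 or 2, adjusted p 0.0551 and 0.0639). It was removed at *cyaR* without any of 8 libraries, and at *spf* and *cstA* without any of 7, with adjusted p-values of 0.0515 to 0.203. Total-count size factors also removed the call at *spf* (adjusted p 0.105), *cyaR* (0.0760), *cstA* (0.0745) and *gcvB* (0.0534), and independent filtering off removed it at *spf* (0.0623) and *cstA* (0.0501). The *fnrS* peak passed without untagged 3 or 3xFLAG-CsrA 3 (adjusted p 0.0499 and 0.0446), with dispersions at the Poisson floor (0.0148) and in edgeR without its bound (0.0453). No named peak changed direction.

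The excess of enriched peaks at the last 60 nt of a CDS was no longer past the threshold with midpoints (odds ratio 1.00) or within quartiles of length (1.29), and that in ncRNA genes was not within quartiles of length (1.50). Both remained past it under the other settings run, with odds ratios without each library of 2.24 to 2.75 and 4.38 to 6.65. The excess at the first 60 nt and in the 100 nt upstream passed under each setting run, none of which used the strand of genes. The share of counts in rRNA and tRNA genes changed from -0.0324 percentage points to 0.00276 for tRNA genes alone, with no difference in either, and passed the threshold for rRNA genes alone (-0.0352). The shares sum over different genes, and the cause was not tested. The share of CsrB and CsrC, and the total count, kept their direction and side of the threshold under each alternative, with differences of 0.133 to 0.169 percentage points and of 16643 to 25066 counts without each library.

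The median Spearman correlation among peaks with a mean of at least 10 counts was 0.735 for 3xFLAG-CsrA and 0.654 for untagged pairs, against 0.656 and 0.665 over all peaks. Depth limits all calls in peaks of low count: the filter left 8359 peaks without an adjusted p, and these have a mean normalized count under 4.17.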

Other observations

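The tests of the splits of the libraries, of the deepest library, of unnamed peaks of high count, and of the calls at the Poisson floor with each library left out, were set before their results were seen. The tests of untagged control 1, of spread, of the ceiling on counts, of the dispersion, of the error of the gap at the floor, of the strand of all unnamed peaks and of peak length were chosen after.

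Of 100 splits of the 10 libraries into 5 and 5, drawn from the 126 possible and including the real one, only the real one (1 split) gave 348 or more called peaks. The most in another split was 52 and the median was 0. Chance assignment of libraries to groups can be excluded for this count, with the limit that peaks were placed on merged 3xFLAG-CsrA reads, which favours the real split. For listed genes 1 split, the real one, gave 23 or more, against at most 6 in another. These genes were chosen partly on the same libraries, so their split count is not independent evidence. Calls were made over all peaks without regard to the list, and chance can be excluded for strong ones, such as *dksA* (DESeq2 adjusted p = 1.24e-20), the peak taken for *hfq* (4.56e-15) and *glgC* (1.15e-13). The calls at *csrB*, *csrC*, *spf*, *gcvB*, *cyaR*, *rpoE* and *cstA* were lost under at least 1 alternative, and for these single genes chance stays open.

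The genotype label of untagged control 1 contradicts its title. In the peaks called without it, the library had 3.37% of its counts, against 3.20% in the other untagged and 9.63% in the 3xFLAG-CsrA libraries. A tagged library placed in the untagged group is therefore argued against, and an error in the genotype label stays open. The smallest such share among 3xFLAG-CsrA libraries, each in peaks called without it, was 7.82%.

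That library, 3xFLAG-CsrA 5, was the deepest. Its ratio of counts in peaks called without it to counts in unnamed peaks was 0.686 times the mean of the other 4. In the 88 of the 352 peaks with the fewest counts per nt the ratio was 0.703 times that of the others, below each of them. In the 88 with the most counts per nt it was 0.670 times, again below each of them. A ceiling that depends on average counts per nt would spare the first group and lower mainly the second, yet these values hardly differed. However, a few filled positions can cap a peak at a low average. A ceiling from a few filled positions and a lower recovery of CsrA-bound RNA in this library therefore cannot be told apart.

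CsrB, CsrC and McaS had nearly constant raw counts in 3xFLAG-CsrA libraries whose totals differed by up to 33690 counts. The variance of their raw counts was at most 0.103 times the mean, while the lowest value was 0.253 and the median 2.71 in the 23 enriched peaks other than CsrB and CsrC with a mean of at least 70 counts, a limit chosen after the data were seen. The outcome was the same at 50 and 100 counts, with 0 of these peaks at or under the 3. The 3 peaks ranked 1, 3 and 2 of all peaks in counts per nt, and no library had more than 0.885 counts per nt in any peak. Low variance was not special to the 3: among the 8 unnamed peaks other than McaS with at least 0.5 counts per nt it was as low as 0.0507 times the mean, with a median of 0.166. A candidate explanation is that removing reads that share a position fills these short RNAs, so that further reads cannot be counted. In untagged libraries the variance was 0.0513 times the mean at McaS, with 0.569 counts per nt, and 0.868 and 1.58 times at CsrB and CsrC. Counts at McaS were thus nearly constant below the level reached with the epitope too, so low variance alone does not mark a ceiling there. The absence of a call at McaS may reflect the ceiling and not a lack of recovery, which these counts cannot decide.

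The same removal of reads may explain why libraries varied less than Poisson error. Even filling of the positions in a peak would give a ratio of 0.850, far above the 0.452 in unnamed peaks of untagged libraries, so even filling was argued against. The ratio fell with each step in counts per nt, to 0.229 in the highest class, which is consistent with a few positions that are filled in nearly every library. Shared material within a group was argued against as the whole cause. Pairs of libraries from different groups also varied by less than Poisson error, with a ratio of at most 0.531. As an added cause it cannot be excluded: pairs of untagged libraries had ratios of 0.451 to 0.458, below the lowest of 0.469 between groups. Pairs of 3xFLAG-CsrA libraries (0.442 to 0.483) overlapped that range. True differences between the groups would also raise the ratio between them. A consequence is that tests assuming Poisson or greater spread are conservative for most peaks here, though not for named peaks in 3xFLAG-CsrA libraries, where the ratio was 1.62.

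DESeq2 called fewer peaks than edgeR. The dispersion of 97.7% of peaks was at its lower limit before shrinkage, and the median after it was 0.103. Fixing dispersions at the Poisson floor gave 456 calls. This is still under the 480 of edgeR, and the floor also gave fewer calls than edgeR in all 10 fits with a library left out, by 11 to 40 peaks. These fits share most of their libraries, and the jackknife standard error of the gap of 24 peaks was 21.8. Whether the dispersion trend was the whole cause, with the remaining gap due to the choice of libraries, or only a part of it therefore cannot be told apart.

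Unnamed peaks lay on both strands. Of 34403 pairs of unnamed peaks in one protein-coding gene at least 100 nt apart, 53.2% were on one strand, against 93.0% of 43 pairs of enriched peaks, which came from 22 genes. Pairs in a gene are not independent. A candidate explanation is that many unnamed peaks come from reads without strand of origin, such as genomic DNA that remained after DNase treatment. Among unnamed peaks with a mean of at least 10 counts, 68.5% of 92 pairs were on one strand, so this source alone was argued against for those. Antisense transcription was not tested.

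Enriched peaks were longer than others, and a longer peak touches more features. Within quartiles of length the odds ratio was 2.13 at the first 60 nt and 1.90 in the 100 nt upstream, both past the threshold, so length alone was argued against for these. At the last 60 nt it was 1.29, and length is a candidate explanation for the excess there. For ncRNA genes it was 1.50 within quartiles, while the odds ratio with midpoints was 5.68. Length and a true excess cannot be told apart there, because the 2 tests disagree.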
